A study of Mus musculus with 8 samples. Its data were reported in "Comparative transcriptomic analysis of articular cartilage of post-traumatic osteoarthritis models" (2024).

How the data were processed

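The samples are RNA-seq libraries of cartilage from the medial side of the knee, one per male C57BL/6J mouse. The libraries fall into 2 groups of 4 mice by their labels. Naive mice received no surgery and were sampled at day 0, aged 11 weeks. DMM mice had the medial meniscus destabilised surgically and were sampled at day 42 after surgery, aged 17 weeks. DMM (destabilisation of the medial meniscus) is a model of post-traumatic osteoarthritis in which the ligament that anchors the medial meniscus is cut. No sham-operated group was analysed here, so surgery and 6 weeks of age cannot be told apart in any comparison below.

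The deposited table holds estimated counts, which the authors produced by trimming the reads with Trimmomatic, pseudo-aligning them with Kallisto and summing transcripts to genes with tximport. Kallisto divides a read that fits several transcripts between them, and 39.2% of the values are therefore not whole numbers. Length offsets from tximport were not used here. The estimated counts were rounded to whole numbers before testing. The authors' methods name GRCm38 with an Ensembl release whose own assembly is GRCm39, so the build behind the table is uncertain. The labels name a low input RNA kit from NEB for library preparation, whereas the methods of the study name a SMART-Seq kit with ribosomal RNA depletion, and this difference was not resolved. Whether the counting used strand was not stated.

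The table lists 50462 gene identifiers, of which 34824 had at least 1 count in a library. A symbol was found for 48855 identifiers, which held 86.6% of all counts. Coordinates are from the GENCODE vM21 annotation of GRCm38, looked up by gene identifier. Total estimated counts ranged from 12479400 to 16548000 per library. For 57 genes with 10 or more counts, the 8 values equalled those of another gene.

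Differential expression was tested with DESeq2 version 1.42.0 in R version 4.3.3 (Wald test, median-of-ratios size factors, default independent filtering and Cook's filter, unshrunken log2 fold changes, DMM over naive). This is the test the methods of the study name. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less and a change of 1.5-fold or more. All 8 libraries entered the fit without covariates. Gene sets were tested with camera in limma version 3.58.1 on voom log2 CPM values (counts scaled to library size; RLE factors, filterByExpr from edgeR version 4.0.16, preset inter-gene correlation of 0.01), adjusted over the 9 sets. Principal component analysis used blind variance-stabilised counts of the 500 most variable genes, and group differences on a component were tested with a two-sided exact permutation test over all 70 assignments, for which the smallest possible p is 0.0286. Single values such as shares of counts were compared with the same exact test.

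Genes are named by a rule fixed before the data were examined. The rule takes every member of 5 lists of genes drawn from the text of the study, the 5 largest increases and 5 largest decreases among called genes with a mean normalised count of at least 100 and groups that do not overlap, and the 3 members with the smallest adjusted p in each gene set past the threshold. Marker lists of 9 cell types (neutrophil lineage, erythroid, B cell, osteoblast and osteocyte, osteoclast, macrophage, endothelial, skeletal muscle and synovial fibroblast) were fixed at the same time and were used as possible sources of signal. MMP1, which the study names among the chondrocyte maturation genes in human cells, was not on the list.

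The tests were first run on simulated data, in which counts for the same genes were drawn from the fitted means and dispersions and 200 genes were changed by 2-fold. Over the 19443 genes it tested, DESeq2 called 180 of the 200 changed genes, each in the right direction, and 23 unchanged genes, which made up 11.3% of its calls. Over 18458 genes, edgeR's quasi-likelihood test called 161 of the changed genes and 9 unchanged genes.

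Alternatives fixed before the data were examined were edgeR's quasi-likelihood test, limma-voom, TMM factors, the total count as size factor, other filters, no fold threshold, a test against a 1.5-fold null, shrunken fold changes, the replicate number as a block, fry or an estimated correlation for gene sets, and leaving out each library in turn. A correction for transcript length and GC content (loess, span 0.5) and a covariate for the level of the neutrophil and erythroid lists were added after the data were seen.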

Results

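To measure the response of articular cartilage to joint destabilisation, gene expression in medial knee cartilage caps was compared between 4 naive mice and 4 mice at day 42 after DMM surgery. Total estimated counts were 13749000 ± 1693800 (SD, n = 4) in naive and 14942000 ± 1864000 (SD, n = 4) in DMM libraries, which did not differ (exact permutation test, two-sided p = 0.40). Pairwise correlations of log2 CPM values lay between 0.959 and 0.977 within groups and between 0.939 and 0.968 across groups. No pair of libraries agreed within counting noise, with a chi-square of at least 8.09 per degree of freedom within groups. The Y-linked gene Ddx3y had between 598 and 1349.3 estimated counts in each library and Xist had at most 32, as the labels give male mice.

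A single identifier without a symbol, ENSMUSG00000119584, took 15.0% ± 3.44 (SD, n = 4) of the counts in naive and 7.08% ± 1.99 (SD, n = 4) in DMM libraries (exact permutation test, two-sided p = 0.0286). The median log2 fold change of genes with a mean of at least 10 normalised counts was 0.14 when libraries were scaled by the total count and -0.01 with the median-of-ratios factors used here. The neutrophil lineage list held 1.18% ± 0.162 (SD, n = 4) of counts in naive and 0.722% ± 0.234 (SD, n = 4) in DMM libraries (exact permutation test, two-sided p = 0.0286). Transcripts of this list were abundant in both groups, with S100a9 at 39110 ± 8225 normalised counts in naive and 21782 ± 7219 in DMM libraries (SD, n = 4). Col1a1, on the osteoblast and osteocyte list, and Col1a2 together held 1.46% ± 0.307 of counts in naive libraries (SD, n = 4). In DMM libraries they held 3.87% ± 0.538 (SD, n = 4, exact permutation test, two-sided p = 0.0286). A group of 8 cartilage matrix genes held less, 0.37% in naive and 0.956% in DMM libraries. The samples thus held RNA of other tissues besides cartilage.

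Component 1 of the variance-stabilised counts held 48.5% of the variance, and its mean score differed between naive and DMM libraries (exact permutation test, two-sided p = 0.0286, the smallest value the design allows). Naive libraries lay between -14.50 and -11.25 and DMM libraries between 3.91 and 19.76. Component 2 parted naive replicates 1 and 2 (11.78 and 8.51) from naive replicates 3 and 4 (-7.88 and -8.42). DMM replicates 1 and 2 (5.07 and 1.01) likewise lay above DMM replicates 3 and 4 (-0.82 and -9.24).

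**Figure D1:**
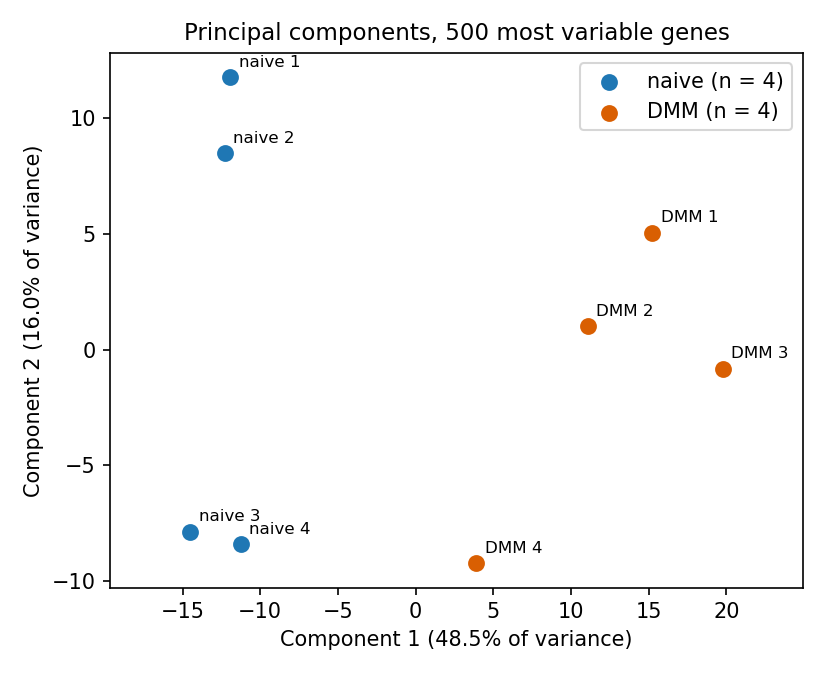
Scores of the 8 libraries on components 1 and 2 (arbitrary units) of variance-stabilised counts, with one point per library and colour by group. All 4 DMM libraries lie to the right of the 4 naive libraries, and DMM 4, at 3.91, lies nearest to them.

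DESeq2 gave an adjusted p to 17760 genes and called 2429, with increases in DMM for 1377 and decreases for 1052. edgeR's quasi-likelihood test called 2082 genes, of which 2017 were among those called by DESeq2. The setting that moved the count most was a test against a 1.5-fold null, which called 94 genes. Scaling by the total count called 2519 genes, of which 80.6% were higher in DMM, compared with 56.7% under the main scaling, so the balance of higher and lower genes depends on the scaling. The normalised counts of the groups did not overlap for 3936 of the 17760 genes (22.2%), where chance gives 2.86%. They did not overlap for 1854 of the called genes, which were selected for a difference between the same groups. Most changes were small, with a median absolute log2 fold change of 0.83, and 74 called genes changed 4-fold or more.

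**Figure D2:**
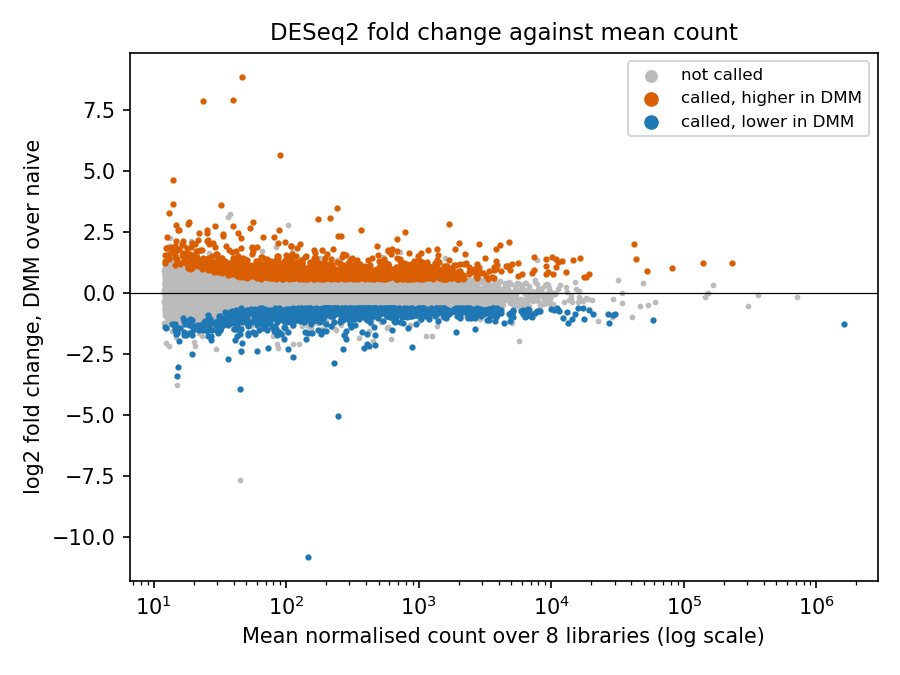
DESeq2 log2 fold change (DMM over naive) against the mean normalised count over 8 libraries on a log axis, with one point per gene with an adjusted p. Coloured points are the 1377 genes called higher and the 1052 genes called lower in DMM, and fold changes of genes at 0 in one group are fitted values without a meaningful size.

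The largest increases in unshrunken fold change were found for Mmp3, Sfrp2, Lrrc15, Tnn and Angptl1. Mmp3 (chromosome 9, 7445822 to 7455975, GRCm38, protein coding) rose from 39.2 ± 18.1 to 442.4 ± 195.1 normalised counts (SD, n = 4 per group), a log2 fold change of 3.50 (SE 0.35, DESeq2 adjusted p = 7.84e-20). Sfrp2 (chromosome 3, 83766321 to 83774316) changed by 3.08 (DESeq2 adjusted p = 0.00183) and Lrrc15 (chromosome 16, 30269302 to 30283256) by 3.04 (DESeq2 adjusted p = 3.61e-13). Tnn (chromosome 1, 160085029 to 160153580) and Angptl1 (chromosome 1, 156838562 to 156861078) changed by 2.85 and 2.57. All 5 genes kept these calls in each of the 8 fits that left out one library.

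The largest decreases in unshrunken fold change were found for Gm9800, Hist2h3c1, Gm28265, AC132911.1 and Rmst. All but AC132911.1 were called in each of the 8 fits that left out one library, and the counts of Gm9800 and Hist2h3c1 are less certain because they share sequence with other genes. Gm9800 (chromosome 14, 8800000 to 8800335) is a processed pseudogene that shares 79.4% of its 31-base words with Ptma. It was at 0 counts in all DMM libraries and at 293.7 ± 183.2 normalised counts in naive libraries (SD, n = 4), at least 107.9-fold lower in DMM when set against a floor of 3 counts. Hist2h3c1 (chromosome 3, 96246685 to 96248509) had the smallest adjusted p of all genes, with a log2 fold change of -2.88 (SE 0.21, DESeq2 adjusted p = 4.55e-39), but all of its 31-base words also occur in Gm20634. Gm28265 (chromosome 15, 103102284 to 103104602, long intergenic RNA) fell by 2.59 on the log2 scale (DESeq2 adjusted p = 0.00469). AC132911.1 (chromosome 17, 73609052 to 73635575) is annotated as antisense, fell by 2.29 and was called in 6 of the 8 fits that left out one library. Rmst (chromosome 10, 92071037 to 92165170, long intergenic RNA) fell by 2.28 (DESeq2 adjusted p = 1.01e-05).

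**Figure D3:**
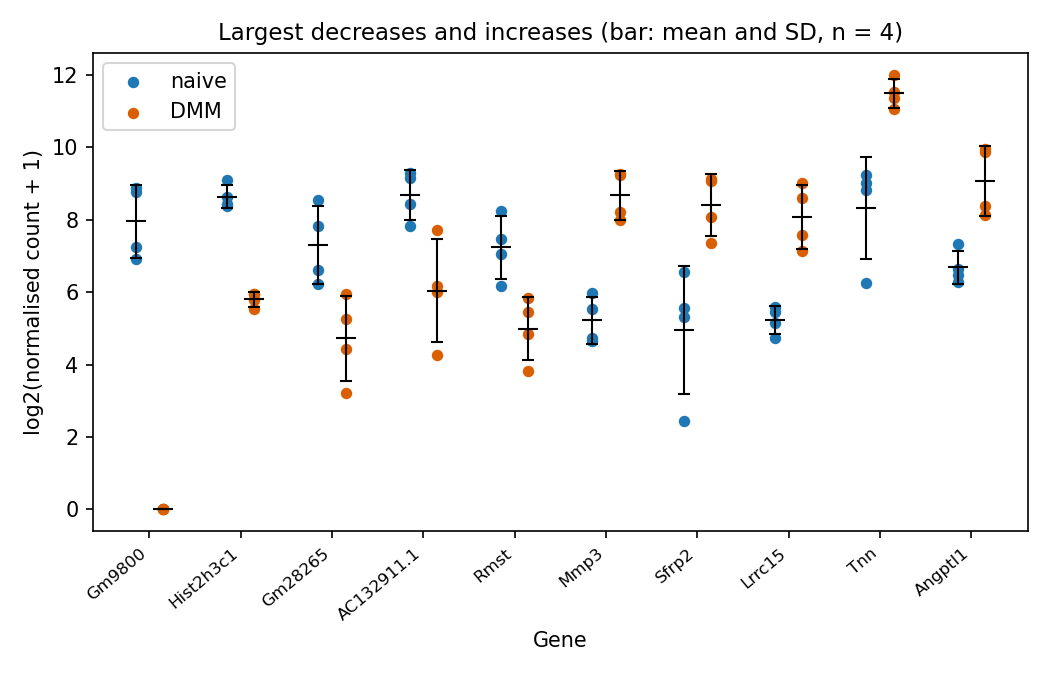
log2(normalised count + 1) per library for the 5 largest decreases and the 5 largest increases among called genes, with bars for the mean and SD of 4 libraries. The groups do not overlap for any of the 10 genes, and Gm9800 is at 0 in every DMM library.

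To ask whether matrix and protease genes respond together, gene sets were tested with camera. Collagen genes rose by a median of 1.12 on the log2 scale (38 of 42 genes higher, camera adjusted p = 1.39e-13), and non-collagen matrix genes rose by 0.91 (55 of 59, camera adjusted p = 6.76e-20). Matrix metalloproteinase genes rose by 0.59 (14 of 16, camera adjusted p = 0.000343) and Adamts family genes by 0.71 (18 of 21, camera adjusted p = 1.89e-06). Chondrocyte marker genes rose by 0.48 (18 of 22, camera adjusted p = 0.00382). Most listed members of this set, Comp and Acan among them, are also in the collagen or non-collagen matrix sets. Its result is therefore not independent of theirs. Cell cycle genes were lower by a median of -0.67 (0 of 97 genes higher, camera adjusted p = 5.06e-34), replication-dependent histone genes by -0.72 (0 of 65, camera adjusted p = 1.3e-19) and cytosolic ribosomal protein genes by -0.31 (0 of 81, camera adjusted p = 1.59e-15; 4 of 81 higher under total count scaling). Mitochondrially encoded protein genes did not differ (camera adjusted p = 0.53). Under fry, the same sets passed the threshold except chondrocyte marker genes (adjusted p = 0.099), and with an estimated correlation none of the 9 sets passed, with adjusted p of 0.183 or more. The direction of each of the 8 sets past the threshold was the same under TMM and total count scaling.

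**Figure D4:**
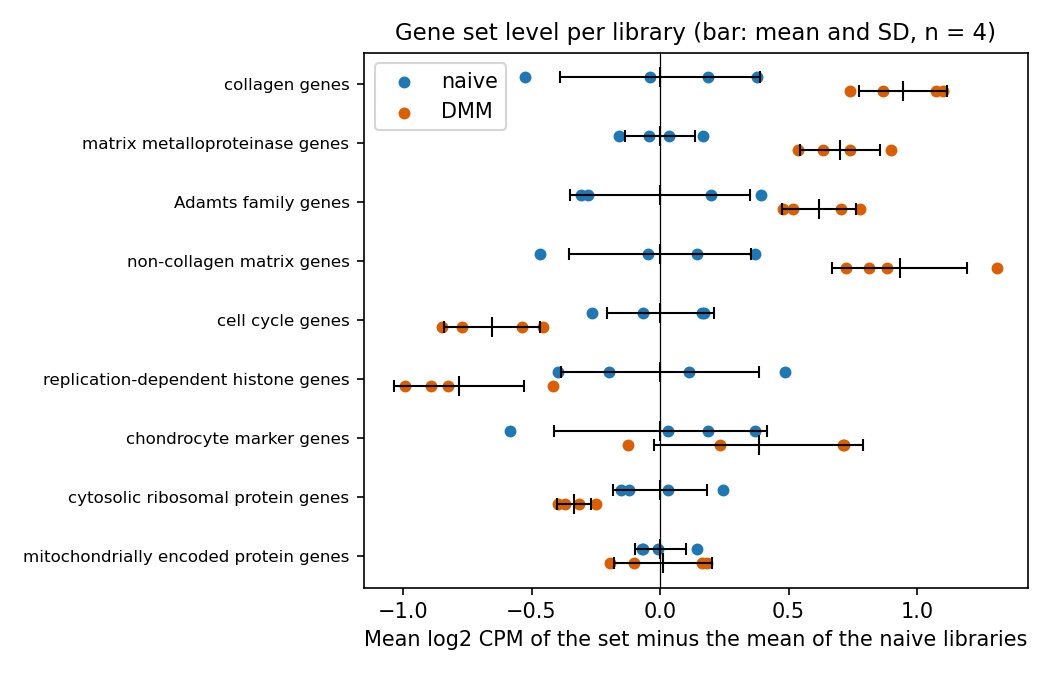
Mean log2 CPM of each gene set per library, relative to the mean of the naive libraries, with bars for the mean and SD of 4 libraries per group. DMM libraries lie above all naive libraries for the collagen, metalloproteinase, Adamts and non-collagen matrix sets and overlap them for chondrocyte marker and mitochondrially encoded genes.

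Among the members with the smallest adjusted p, Col8a1, Col5a2 and Col15a1 rose by 1.24, 1.34 and 1.82 on the log2 scale, and Mmp2 and Mmp14 rose by 1.80 and 0.92. Adamts2, Adamts14 and Adamts9 rose by 0.87, 0.86 and 0.65. Fmod rose from 1840.6 ± 511.7 to 7774.5 ± 1447.5 normalised counts (SD, n = 4 per group), a log2 fold change of 2.08 (SE 0.20, DESeq2 adjusted p = 5.3e-21), and Lamb1, Comp and Acan rose by 1.44, 1.35 and 1.09. Cytl1, a chondrocyte marker, changed the other way from its set, with a log2 fold change of -1.21 (DESeq2 adjusted p = 7.6e-08). Tacc3, Mcm5 and Nuf2 changed by -0.93, -0.82 and -0.83, and Hist1h2bk and Hist2h2bb by -0.94 and -1.08, where 75.3% and 100% of the words of these histone genes occur in other genes. Rpl5, Rps12 and Rpl12 changed by -0.63, -0.63 and -0.68. They were called in 7, 6 and 5 of the 8 fits that left out one library, and Adamts9 in 6. Rpl12 overlapped between groups. Of the words of Rpl5, 50.4% also occur in other genes, so its count is less certain.

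The study labels genes as protective or detrimental from its curated collection of perturbations in animal models of joint damage. The genes listed here are those it names as raised in a ligament rupture model, which was not analysed here. It reported strongly correlated changes in that model and in DMM, so these lists favour genes that rise. For DMM it also reported that raised genes of known effect were mainly protective. All 5 genes named protective were called higher in DMM, and all 5 passed adjusted over the list alone. Matn2 rose by 1.57, Loxl2 by 1.18, Sox9 by 1.07 and Sulf2 by 0.81 on the log2 scale, and Gdf5 rose from 6.35 ± 2.43 to 21.3 ± 8.26 normalised counts (SD, n = 4 per group). Gdf5, at a low count, had an adjusted p in 3 of the 8 fits that left out one library and was called in all 3. Of the words of Loxl2 and Gdf5, 46.4% and 39.7% also occur in other genes, so their counts are less certain. Of the 6 genes named detrimental, 4 were called, with increases of 1.35 for Postn, 1.34 for Htra1, 0.86 for Acvr1 and 0.76 for Atf3. Fyn changed by 0.34 (DESeq2 adjusted p = 0.0252), which is under the fold threshold, and Adamts7 by 0.53 (DESeq2 adjusted p = 0.0688). Adjusted over the list alone, all 6 passed the adjusted p and 4 also the fold threshold. Atf3 was called in 4 of the 8 fits that left out one library.

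Of the 5 listed genes linked to chondrocyte maturation, all 5 were called higher in DMM and all 5 passed adjusted over the list alone. Comp rose by 1.35, Bmp2 by 1.21, Mmp13 by 0.91, Spp1 by 0.77 and Inhba by 0.64 on the log2 scale. The study names these genes from inhibition of miR-199a-5p in human chondrocytes, not from DMM. There COMP fell, unlike Comp here, while BMP2, MMP13, SPP1 and INHBA rose. MMP1, which the study also names, was not on the list, and its mouse counterparts Mmp1a and Mmp1b, looked up after the other values were seen, had at most 1.1 and 0.9 normalised counts in a library and no adjusted p. Inhba overlapped between groups and was called in 3 of the 8 fits that left out one library. Dnm3os, the host transcript of miR-199a (chromosome 1, 162217623 to 162225550, annotated as antisense and thus uncertain without strand), rose from 330.3 ± 84.8 to 608.1 ± 18.0 normalised counts (SD, n = 4 per group), with a log2 fold change of 0.88 (SE 0.17, DESeq2 adjusted p = 1.64e-05). Of 6 candidate targets of miR-199a-5p, 1 was called, both over all genes and adjusted over the list alone. This was Ece1, with an increase of 0.60, which was called in 5 of the 8 fits that left out one library. An increase is the opposite direction to repression by a raised miRNA. Fzd6 changed by 0.69 (DESeq2 adjusted p = 0.123), Git1 by 0.24 (DESeq2 adjusted p = 0.104), Slc9a8 by 0.05, Celsr1 by -0.02 and Sos2 by -0.09, and none of these 5 passed the threshold.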

Values the study reported

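For DMM against naive cartilage, the study reported 2063 differentially expressed genes at 1.5-fold or more and an FDR of 0.05 or less, with 1167 upregulated and 896 downregulated. Upregulated genes were reported as enriched for extracellular matrix organisation, with an adjusted P of 5.78E-047, and for response to wounding, with an adjusted P of 1.5E-07. Downregulated genes were reported as enriched for terms of the cell cycle.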

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

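Of 127 groups of 4 values tested (library measures, component scores and normalised counts of named genes), 8 held a library that passed Dixon's test for a single distant value, where chance gives about 6.3. The test of library size was chosen after the result was seen.

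Naive 2 had 16860 genes with at least 10 counts, compared with 18350 to 18560 in the other naive libraries. A small library was weighed as a technical explanation. After thinning each library to the smallest total, naive 2 kept an expected 16824 genes, compared with 17669 to 18445 in the other 7 libraries (mean 18162, SD 305). It stayed the lowest of the 8, although its gap to naive 1, at 17669, no longer passed Dixon's test. DMM 2, which had the smallest total, had 18322 genes, and naive 4, with nearly the same total as naive 2, had 18386. These values argue against library size as the whole cause. What lowered the number stays open, and no biological explanation was tested.

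Mitochondrial ribosomal RNA made up 9.09% of counts in naive 1 (7.034% to 7.07% in the other naive libraries) and 8.67% in DMM 4 (7.383% to 7.549% in the other DMM libraries). Haemoglobin transcripts made up 1.109% in DMM 3 and 0.5191% to 0.5571% in the other DMM libraries. No explanation was tested for these shares. Of the named genes, the normalised count of Sox9 was 918.3 in naive 3 (804.9 to 817 in the others), of Sos2 790.3 in naive 4 (878.7 to 888.7), of Col8a1 240.8 in naive 2 (347 to 355.3) and of Cytl1 3679 in DMM 2 (2221 to 2408). The calls of Sox9, Col8a1 and Cytl1 held in each fit that left out one library, and Sos2 was called in none.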

How the results depend on the processing

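The number of called genes, 2429, stayed between 1858 and 2842 across the 8 fits that each left out one library, and within 1.5 times of its value under edgeR (2082), limma-voom (2167), TMM factors (2423), other filters and the correction for length and GC content (2340). Scaling by the total count called 489 lower genes against 1052, and 2030 higher genes against 1377, while the total was 2519. Without a fold threshold 4010 genes were called, 1989 of them lower. A test against a 1.5-fold null called 94 genes, 80 higher and 14 lower, since it asks for changes beyond the threshold. Under that null, 1 of the genes named protective, 1 of those named detrimental, 1 chondrocyte maturation gene, 0 miR-199a-5p candidates and 0 for the host transcript were called. Shrunken fold changes left 0 miR-199a-5p candidates called, and across the fits that left out one library between 0 and 2 were called.

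With the level of the neutrophil and erythroid lists as a covariate, which was chosen after seeing the data, 144 genes were called, 108 higher and 36 lower. The lists kept 1 protective, 0 detrimental, 0 miR-199a-5p candidate, 1 maturation and 0 host transcript calls. All 4 naive libraries lie above all 4 DMM libraries on this covariate, which lowers the precision of the group difference, so the loss of calls does not show that they were due to it. Under it, adjusted p was 0.15 for Adamts family genes and 0.154 for ribosomal protein genes, histone genes reversed (0.426), and mitochondrially encoded genes passed (0.00151).

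With an estimated correlation in camera, adjusted p rose to 0.183 for the collagen, metalloproteinase, Adamts, non-collagen matrix and cell cycle sets, 0.213 for histone and ribosomal protein genes and 0.323 for chondrocyte markers. Under fry it was 0.099 for chondrocyte markers. Mitochondrially encoded genes passed after the length and GC correction (0.0202) and the direction given by camera reversed without DMM replicate 3 (0.975) and without DMM replicate 4 (0.95), where the median log2 fold changes of 0.0092 and -0.0042 show no change either way, with adjusted p from 0.183 to 0.975 across the 8 fits that left out one library. The cause of these changes was not tested.

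Naive and DMM mice share replicate numbers, but same-numbered libraries did not deviate together, with correlations of 0.03, 0.06, -0.11 and 0.13. On component 2, however, replicates 1 and 2 lay above replicates 3 and 4 in both groups, so a structure shared by replicate number was not excluded. With the replicate block 2081 genes were called, and each gene set kept its direction and its side of the threshold.

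Total count scaling moved the median log2 fold change of genes with a mean of at least 10 normalised counts from -0.01 to 0.14, and a gene just below 0 turns positive with it, so such a reversal says nothing about the gene. Of the miR-199a-5p candidates near 0, Celsr1 reversed with TMM factors (0.0044), under total count scaling (0.13) and without single libraries (-0.0768 to 0.0691). Sos2 reversed under total count scaling (0.0598) and with the covariate (0.17), and Slc9a8 after the length and GC correction (-0.0061), with the covariate (-0.20) and without single libraries (-0.0322 to 0.1164). Outside the fits that left out libraries, 80 further values of named genes lost their call, 30 of them against the 1.5-fold null and 34 with the covariate. The separation on component 1 had an exact permutation p of 0.0286, the smallest the design allows, with all genes past the count filter, with log2 counts, with total count scaling and in the 8 fits that left out one library. Other settings were not run for it.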

Other observations

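Tests of transcript bias, of marrow as a whole and of other splits of the libraries were fixed before their results were seen. The cell type marker lists, fry and the fits that left out one library were fixed before the data were examined. All other tests in this part were chosen after results had been seen. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many called genes, which was the real one, and the largest count among the others was 251.

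Length or GC bias was weighed as a technical source of the calls. After correcting each library for both, 2076 of the 2429 called genes were called again and all 8 gene sets past the threshold stayed past it, which argues against such bias as the whole cause.

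Marker lists moved apart between groups. The neutrophil lineage list changed by a median of -0.93 on the log2 scale (16 of 16 genes lower, camera adjusted p = 2.27e-09) and the erythroid list by -1.02 (15 of 15, camera adjusted p = 2.27e-09), with S100a9 at 39110 ± 8225 normalised counts in naive and 21782 ± 7219 in DMM libraries (SD, n = 4) and Hba-a2 at 79625 ± 25467 and 36764 ± 15442. Osteoblast and osteocyte markers changed by 1.07 (12 of 12 higher, camera adjusted p = 3.21e-09), osteoclast markers by 0.50 (7 of 7, camera adjusted p = 0.00318) and endothelial markers by 0.59 (10 of 12, camera adjusted p = 0.000226). B cell (0.33, adjusted p = 0.107), macrophage (-0.21, adjusted p = 0.164), skeletal muscle (0.43, adjusted p = 0.267) and synovial fibroblast markers (0.26, adjusted p = 0.122) did not pass in camera. The neutrophil, osteoblast and synovial lists each share 1 gene with a gene set of the report.

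A candidate explanation for the lower cell cycle genes is a smaller share of proliferating marrow cells in the DMM tissue. Fewer marrow cells of every kind would lower B cell genes too, but the B cell list had a median of 0.33 with 10 of 10 genes higher. Its difference from the neutrophil list had an exact permutation p of 0.0571, so this form of the explanation cannot be told apart from chance spread. Fewer granulocyte and erythroid cells alone remains a candidate. With the level of both lists as a covariate, the cell cycle genes lay only -0.11 from the median of all genes tested on the log2 scale, compared with -0.66 without it. Histone genes (-0.71 without and 0.05 with the covariate) and ribosomal protein genes (-0.30 and -0.04) shrank as well. Adamts family genes shrank in part (0.73 and 0.37), and metalloproteinase genes changed little (0.60 and 0.52). Non-collagen matrix genes (0.93 and 0.98), chondrocyte marker genes and mitochondrially encoded genes did not shrink. The loss was therefore not specific to the cell cycle genes. The mean level of the cell cycle genes followed the covariate within groups (correlation 0.92 over 8 libraries), and its group difference was -0.67 without and -0.04 with the covariate (95% interval -0.41 to 0.32). The set still passed the threshold in camera (20 of 97 genes higher, camera adjusted p = 0.00151), so a small part of the fall may have stayed. Whether surgery, age or sampling of the tissue lowered these cells was not tested.

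The same covariate left the collagen genes 1.06 above the median of all genes tested (camera adjusted p = 4.21e-07). Between libraries their difference with the covariate was 0.79 with a 95% interval of -0.27 to 1.85, so too few libraries were present to decide from this whether loss of these cells contributed. Dilution alone would raise the markers of other cells alike, yet the osteoblast list minus the synovial fibroblast list was higher in each DMM library than in every naive library (exact permutation p = 0.0286). The mean difference was 0.61 on the log2 scale, but DMM 3 lay only just above naive 2. The synovial list also shares Prg4 with the chondrocyte marker set, so this pair of lists is limited evidence. More bone in the DMM samples stays a candidate source for the collagen genes, which did not rise beyond the osteoblast list (exact permutation p = 0.886, a test that cannot part more bone from more active bone). It would not raise cartilage transcripts. The share of counts in 8 cartilage matrix genes was 2.58 times higher in DMM (0.37% ± 0.084 and 0.956% ± 0.266, SD, n = 4, exact permutation p = 0.0286), but the whole chondrocyte marker set overlapped between groups (mean difference 0.38 on the log2 scale, exact permutation p = 0.229), did not pass under fry (adjusted p = 0.099) and holds Cytl1, which changed by -1.21. In camera this set passed in each of the 8 fits that left out one library, with medians from 0.32 (without naive replicate 1) to 0.79 (without DMM replicate 1), and with the covariate its median was 1.43 (19 of 22 genes higher, camera adjusted p = 1.69e-06), but the 95% interval between libraries was -0.07 to 2.37. These values do not decide whether more bone contributed. Surgery and age remain untested as biological explanations.

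A group of 3 pseudogenes was at the floor of 3 counts in each library of one group. Gm9800 was present in naive only, and Rpl10a-ps1 (at least 28.2-fold higher) and Gm3375 (at least 14.2-fold higher) in DMM only, both chosen after their values were seen. Unstable assignment of reads between near-identical copies is possible but not settled. Of 123 processed pseudogenes sharing 90% or more of their 31-base words with other genes, 12 switched between the floor and at least 100 counts within one group, compared with 0 of 108 sharing under 50% (Fisher's exact test, two-sided p = 0.000476). Of the 123 between these limits, 4 switched. Rpl10a-ps1 shares 100% of its words, but Gm9800 shares 79.4% and Gm3375 70.6%, so the test does not cover these 2 genes and the source stays open.

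Immunoglobulin genes made up 37 of the called genes, 36 of them higher in DMM. Reads moving among similar variable genes would leave their sum level, but the sum over 101 variable genes was 2062.8 ± 342.8 in naive and 3881.7 ± 1170.2 in DMM libraries (SD, n = 4, exact permutation p = 0.0286). More B cells of every stage would raise the B cell list as far, but the variable genes rose further (exact permutation p = 0.0286). More plasma cells remain a candidate explanation. A list of plasma cell genes without immunoglobulins, chosen after seeing these genes, rose by a median of 0.46 (limma camera, unadjusted p = 0.00841). Of its 9 genes, 7 were higher.

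DMM 4 lay nearest to the naive libraries on component 1. A larger share of marrow RNA in it is possible. The neutrophil list alone held 0.942% of its counts, compared with 0.449% to 0.891% in the other DMM libraries. Haemoglobin transcripts held 0.557%, below 1.109% in DMM 3. Its standardised level of the neutrophil and erythroid lists together was -0.53, below -0.06 in DMM 3. These values point different ways, and a single library cannot decide this.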
